# Low-Intensity Pulsed Ultrasound-Mediated Blood-Brain Barrier Opening Increases Anti-Programmed Death-Ligand 1 Delivery and Efficacy in Gl261 Mouse Model

**DOI:** 10.3390/pharmaceutics15020455

**Published:** 2023-01-30

**Authors:** Mohammed H. Ahmed, Isaias Hernández-Verdin, Emie Quissac, Nolwenn Lemaire, Coralie Guerin, Lea Guyonnet, Noël Zahr, Laura Mouton, Mathieu Santin, Alexandra Petiet, Charlotte Schmitt, Guillaume Bouchoux, Michael Canney, Marc Sanson, Maïté Verreault, Alexandre Carpentier, Ahmed Idbaih

**Keywords:** SonoCloud, GL261 mouse model, ultrasound-mediated drug delivery, glioblastoma, immune checkpoint inhibitors

## Abstract

Therapeutic antibodies targeting immune checkpoints have shown limited efficacy in clinical trials in glioblastoma (GBM) patients. Ultrasound-mediated blood–brain barrier opening (UMBO) using low-intensity pulsed ultrasound improved drug delivery to the brain. We explored the safety and the efficacy of UMBO plus immune checkpoint inhibitors in preclinical models of GBM. A blood–brain barrier (BBB) opening was performed using a 1 MHz preclinical ultrasound system in combination with 10 µL/g microbubbles. Brain penetration of immune checkpoint inhibitors was determined, and immune cell populations were evaluated using flow cytometry. The impact of repeated treatments on survival was determined. In syngeneic GL261-bearing immunocompetent mice, we showed that UMBO safely and repeatedly opened the BBB. BBB opening was confirmed visually and microscopically using Evans blue dye and magnetic resonance imaging. UMBO plus anti-PDL-1 was associated with a significant improvement of overall survival compared to anti-PD-L1 alone. Using mass spectroscopy, we showed that the penetration of therapeutic antibodies can be increased when delivered intravenously compared to non-sonicated brains. Furthermore, we observed an enhancement of activated microglia percentage when combined with anti-PD-L1. Here, we report that the combination of UMBO and anti-PD-L1 dramatically increases GL261-bearing mice’s survival compared to their counterparts treated with anti-PD-L1 alone. Our study highlights the BBB as a limitation to overcome in order to increase the efficacy of anti-PD-L1 in GBM and supports clinical trials combining UMBO and in GBM patients.

## 1. Introduction

Glioblastoma (GBM) is the most malignant primary brain tumor in adults, with a median overall survival of less than 18 months after initial diagnosis [1]. Despite significant efforts in the neuro-oncology field to develop new therapeutic alternatives, temozolomide (approved in 2005) remains the gold standard chemotherapy in GBM treatment [2]. For over five decades, research has been focused on developing new anti-cancer therapies for GBM, including anti-neoplastic agents [3], molecular targeted drugs [4], immunotherapeutic approaches [5], and angiogenesis inhibiting compounds [6]; however, the prognosis of patients has hardly improved [7]. Blood-brain barrier (BBB), which is specific to the blood vessels in the central nervous system (CNS), prevents most systemic therapeutic compounds from reaching the brain parenchyma and GBM cells [8] although it is disrupted in some areas (i.e., blood–tumor barrier).

Several innovative strategies have been studied to enhance the delivery of chemotherapeutic agents and antibodies to the brain [8]. Ultrasound mediated BBB opening (UMBO) using low-intensity pulsed ultrasound (LIPU) has now been studied in preclinical [9] and clinical settings [10]. LIPU is delivered to the brain simultaneously with an I.V. of micron-sized bubbles for a few minutes, allowing the microbubbles to oscillate. Microbubble oscillation produces mechanical stretching on vessel walls that allows a transient BBB opening [11]. UMBO has shown a good safety profile for BBB opening in recurrent GBM patients [10,12] and is now being studied in dozens of clinical trials using a range of transcranial [13] or implantable ultrasound devices [10] for treating both primary and secondary brain tumors as well as neurodegenerative diseases [14].

The choice of therapeutic agents to deliver after UMBO is crucial and remains a point of discussion among researchers. Direct stimulation of the immune system with immune checkpoint inhibitors (ICI, e.g., PD-1/PD-L1) showed promising effects alone or with other chemotherapies in multiple cancers. PD-L1 proteins are expressed as surface molecules by cancerous cells, such as GBM cells [15], and provide a tumor escape mechanism when bound to PD-1 proteins at the surface of activated T-lymphocytes leading to their exhaustion [16]. Despite their promise in other cancers, nivolumab (anti-PD-1) has shown no additional efficacy over bevacizumab in phase III clinical trials in recurrent GBM patients [17]. Similarly, Avelumab (anti-PD-L1) in combination with molecular targeted drugs did not improve the outcome of GBM patients [18]. In the present study, we evaluated the effect of anti-PD-L1 and anti-CTLA-4 alone and in combination with UMBO in syngeneic Gl261 mouse models.

## 2. Materials and Methods

### 2.1. Low-Intensity Pulsed Ultrasound Preclinical Device

The pre-clinical ultrasound system (CarThera, Paris, France) was identical to that described in other studies (Supplementary Material, Figure S1A) [9].The system consisted of a 1 MHz, 10-mm diameter acoustic transducer that was coupled to the head of the mouse at 15-mm from the transducer. Sonication was performed for 120 s using a 25,000-cycle burst at a 1 Hz pulse repetition frequency and an acoustic pressure of 0.3 MPa as measured in water.

### 2.2. Calibration of Low-Intensity Pulsed Ultrasound Device

The ultrasound transducer (CarThera^®^) used in this study was calibrated on a regular basis (Figure 1A,B). The aim was to map the ultrasound field and to determine the electrical set point that the generator uses during the experiments to obtain the targeted acoustic pressure in situ. The calibration was performed using degassed water at room temperature with a 200 µm needle hydrophone (HNC0200, ONDA). A 2D acoustic field was scanned at 5 mm from the transducer surface with a 3-axis computer-controlled motorized positioning system (UMS, Precision Acoustics, UK). The 3D acoustic field was computed from this pattern with the Rayleigh integral. The hydrophone was positioned at the spatial peak pressure determined from the 3D acoustic field. The ratio between the active electrical power drawn by the transducer measured with an oscilloscope and the square of the spatial peak acoustic pressure was measured. This ratio is used as a calibration coefficient by the generator during subsequent experiments: the active electrical power needed to obtain the targeted pressure is calculated by the generator using this coefficient at the beginning of manipulation, and the generator adjusts its set point to obtain the specified active electrical power measured internally.

### 2.3. Ultrasound-Mediated Blood–Brain Barrier Opening (UMBO)

UMBO was delivered to both UMBO and UMBO plus anti-PD-L1 groups. Anti-PD-L1 (6E11 Genentech) was administered intraperitoneally in two independent experiments (*n* = 8) at a dose of 200 µg sixty minutes before UMBO application. Mice were maintained under anesthesia with isoflurane (2%, 2 L/min O_2_). For each UMBO application, 10 mL/kg SonoVue^®^ was injected through the intravenous route less than 10 s before the start of the ultrasound application. For each session, UMBO was validated using an additional control mouse. Each control mouse was injected intravenously with a solution of 2.7% Evans blue (Sigma, E2129) in phosphate buffer saline (PBS) at a dose of 4 mL/kg ten minutes post-sonication. All mice received 10 mL/kg warm saline injection in each treatment protocol before anesthesia to prevent any possible hypovolemia or hypothermia effect. I.P injection of anti-PD-L1 injection was given 60 min before sonication to ensure anti-PD-L1 absorption (Supplementary Material, Figure S1B). UMBO test mice were sacrificed 15 min following Evans’ blue injection, and their brain was harvested. The passage of Evans blue was assessed both visually and by ZEISS Axio-Scan fluorescence imaging of cryo-sectioned brains.

### 2.4. Cell Culture and In Vivo Studies

GL261 cells were cultured in Dulbecco’s modified essential medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. Cells were passaged twice weekly according to their confluence. The animal ethics committee at the Ministry of Higher Education and Research in Paris approved all protocols involving live mice (protocol #17503 and #26137). C57BL/6 mice were purchased from Charles River and were given a week of acclimation before starting any experiment.

GL261 was transduced with a *luciferase/mKate2* vector as described before [19]. GL261-luciferase (1.4 × 10^5^ cells/2 µL) were inoculated into the right caudate nucleus-putamen (AP +1 mm, DV −0.25 mm, ML −0.15 mm) of 7–8 weeks old C57BL/6 females using a stereotactic injection frame (David Kopf Instruments, Angeles, CA, USA). Mice were imaged using the IVIS Spectrum (PerkinElmer, Waltham, MA, USA) 10 min following a 2 mg subcutaneous injection of luciferin (Sigma Aldrich (MO, USA), L9504). The growth of GL261-luciferase cells was confirmed by two IVIS imaging one week apart of intracranial cell injection. We observed that mice with bioluminescence values lower than 5 × 10^5^ photon/second would not develop GBM tumors during the characterization of tumor growth in our mouse models. Therefore, we have included mice with bioluminescence values over 5 × 10^5^ photon/second. Mice were randomly placed into treatment arms once they passed the bioluminescence cutoff value.

Animals were treated with 200 µg of anti-CTLA-4 (Bristol-Myers Squibb, New York, NY, USA, G1-XAS-Ab), anti-PD-L1 (Genentech, San Francisco, CA, USA, 6E11), IgG1 (BXCELL, West Lebanon, NH, USA, BE0083), and InVivoPure pH 6.5 Dilution Buffer (BXCELL, IP0065) for four doses (Supplementary Material, Figure S1B). Unless stated otherwise, animals were sacrificed when they showed signs of tumor-associated illness (20% body weight loss or changes in behavior or posture).

### 2.5. Pharmacokinetic (PK) Analysis of Therapeutic Antibodies with and without UMBO

The PK analysis was performed using an identical molecular weight with similar conformational structure IgG1 isoform. Thirty-six mice were used in the pharmacokinetic experiment. Mice were separated into control and UMBO groups. Six time points were selected as follows: 0.15, 0.3, 3, 6, 24, 48, and 96 h. Each mouse received a 200 µg of nivolumab (Bristol-Meyers Squibb, New York, NY, USA) I.V. injection 10 min following the BBB opening. 100 μL of blood was collected through cardiac puncture using a pre-heparinized syringe. Serum was collected by centrifugation of the blood at 3500 rpm for 10 min. All samples (plasma and brain) were then analyzed using an ultra-performance liquid chromatography (UPLC) system coupled to mass spectrometry (LC-MS/MS; MS-8060, Shimadzu, Nakagyo-ku, Kyoto, Japan). Peak integration and quantification were performed using LabSolutions Insight LC-MS software. Nivolumab was quantified with signature peptide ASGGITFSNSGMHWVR by nano-surface and molecular orientation limited proteolysis (Shimadzu, Japan) [20].

### 2.6. MRI Data Acquisition

Two GL261-bearing mice were used in the experiment. Two sessions per mouse were completed in 2 consecutive days to decrease any distress effect of long isoflurane exposure. MRI acquisitions were performed using a preclinical 11.7 T MRI scanner (Biospec, Bruker BioSpin, Germany) equipped with a CryoProbe dedicated to mouse brain imaging (Biospec, Bruker BioSpin, Ettlingen, Germany). Gd enhancement volume was estimated on T_1_w MRI pre and post BBB opening manually on FSLeyes. Animals were anesthetized with 1% isoflurane in O_2_ (2 L/min). Respiratory rate and body temperature were monitored while mice were restrained. For each animal, the protocol consisted of: (i) acquiring pre-gadolinium enhancement anatomical T_1_-weighted (T_1_w) images using a multi-slice multi echo (MSME) sequence with the following parameters: repetition time (T.R.) = 400 ms, echo time (T.E.) = 5 ms (one single echo), four averages, 14 slices, and resolution = 60 × 60 × 500 μm^3^, (ii) following injection of a total volume of 100 µL of gadolinium (Gd; DOTAREM^®^,Guerbet, Aulnay-sous-Bois, France) at 0.5 mM and at physiological temperature in the tail vein of the mouse outside the MRI scanner, and (iii) acquiring post-gadolinium T_1_w images using the same sequence. The MGE sequence was acquired with the following parameters: T.R. = 80 ms, ten echoes ranging from T.E. = 2.7 ms to 35.1 ms (echo spacing = 3.6 ms), and isotropic resolution of 60 × 60 × 60 μm^3^.

### 2.7. mRNA Sequencing

Six mice with a confirmed tumor of comparable size (as measured by bioluminescence imaging) were included in this experiment. Mice were divided into two groups (UMBO group and vehicle group). The vehicle group was treated with inVivoPure pH 6.5 Dilution Buffer (BXCELL, IP0065). Two treatment sessions (days 21 and 24) were applied in this experiment. Mice were sacrificed 24 h after the last treatment by cervical dislocation, and the right hemisphere was stored in 5 mL RNALater (Thermofisher AM7020). Lysing Matrix D (MBio, 6913050) was used to homogenize the collected brain tissues. mRNA was extracted using Maxwell RSC simply RNA automated RNA purification kit (Promega, AS1340). RNA quality was analyzed using high-sensitivity RNA chips. For RNA sequencing, NovaSeq 6000 sequencer (200 cycles, 800 million reads) and reagent kit. The reads (202 bp length, 100 million input reads) were mapped with the STAR v2.7.2a (default parameters) software to the reference genome (version GRCm38) on new junctions and known annotations. Mapping parameters were obtained from STAR outputs obtaining around 90% of unique mapped reads for all samples. Read counts from STAR were used as input for differential expression analysis using DESeq2. Furthermore, normalized counts were obtained using the variance-stabilizing transformation (VST) method from DESeq2 to be used as input for gene set variation analysis (GSVA) [21] to evaluate signature enrichment of microglia expression (Slc2a5, Siglech, P2ry12, Gpr34, P2ry13, Olfml3, Tmem119, and Fcrls) [22], microglia sensome (96 genes) [23] or antigen presentation related genes (Ciita, Psme2b, Erap1, Irf1, Tapbp, Psme2, Psme1, Pdia3, Psme3, Tap1, B2m, Calr, Tap2, Hspa1a, H2-Ab1k, H2-K1, and H2-D1) [24]. For heatmaps representation (ComplexHeatmap R package), VST gene expression values were first quantile normalized and log^2^ transformed, then converted to Z-scores by subtracting the average expression value of gene i (Gi) from the gene expression within sample x(Sx); the resulting value was divided by the SD of Gi; the formula is: Z-scoreGiSx = (Expression GiSx-μGi)/σGi. Raw data were uploaded to Gene Expression Omnibus with accession number GSE220909.

### 2.8. Immunohistochemistry (IHC)

A 150 KDa rat IgG2 antibody targeting PD-L1 was used in our IHC staining (BXCELL, #BE0101). A goat anti-rat secondary IgG (H+L) antibody (BA-9400) was used to detect the anti-PD-L1. Iba1 protein was detected using 1:1000 (Abcam, #ab178846). Mouse brains were fixed overnight in 4% paraformaldehyde (PFA), then immersed in 30% sucrose overnight for cryoprotection. Next, brains were stored in Tissue-Tek^®^ O.C.T and stored at −80 °C10 µm cryosections were harvested using Leica CM1950 cryostat. Slides were stored at −80 °C until analysis.

### 2.9. Quantitative Digital Droplet Polymerase Chain Reaction (ddPCR)

GL261 tumor-bearing mice four weeks following cell inoculation were used in the ddPCR experiment. A single UMBO treatment was completed, and 30 min later, blood (100 µL) was collected in heparinized tubes through cardiac puncture. Whole blood DNA was extracted automatically using Maxwell^®^ Blood DNA Purification Kit (AS1010). QX200 ddPCR EvaGeen^®^ was utilized to detect *mKate2* and *Luciferase* genes in the extracted DNA. Primer3Plus web interface was used to design *mKate2*, and *Luciferase* primers and primers were purchased from Life Technologies. The following forward (FR) and reverse (RV) primers were used: luciferase-FR, TCCACGATGAAGAAGTGCTC; *luciferase*-RV, AGGCTACAAACGCTCTCATC; *mKate2*-FR, GGTGAGCGAGCTGATTAAGG; and mKate2-RV, GGGTGTGGTTGATGAAGGTT.

### 2.10. Flow Cytometry

Twenty mice with a confirmed tumor of comparable sizes were included in this experiment. Mice were separated into four groups: UMBO group, anti-PD-L1 (Genentech, 6E11) group, UMBO plus anti-PD-L1, and vehicle group (*n* = 5/group). One treatment session was delivered in this experiment. Mice were perfused using cold distilled phosphate buffer saline (DPBS) ~16 h after treatment. Tumor-bearing hemispheres were isolated immediately and stored in 2 mL ice-cold Hanks’ balanced salt solution. According to the manufacturer’s protocol, the right hemisphere was isolated and mixed in the enzyme mix solution from the adult brain dissociation kit (Miltenyi Biotec, Cologne, Germany, #130-107-677). Cells gentleMACS^®^ Octo Dissociator with Heaters (#130-096-427) and gentleMACS C Tubes (#130-093-237) were used to perform mice brain dissociation. The number of dissociated cells was calculated using Scepter^®^ 3.0 Handheld Cell Counter. Flow cytometry was applied as described in Supplementary Material, Figure S2.

### 2.11. Statistical Tests

Statistical analysis was performed using Prism software (GraphPad Software, San Diego, CA, USA). Data are shown as mean values plus and minus standard error of the mean (SEM). Statistical significance of differences between groups was verified using appropriate statistical tests. Significance levels were denoted with asterisks: * for *p* ≤ 0.05; ** for *p* ≤ 0.01; *** for *p* ≤ 0.001, and **** for *p* ≤ 0.0001.

## 3. Results

### 3.1. Repeated UMBO Is Safe and Effective in Immunocompetent Mice

UMBO parameters were previously optimized [25] in healthy mice and we evaluated UMBO parameters and treatment frequency in GL261 bearing mice. T_1_w MRI (Figure 1C) showed a marked gadolinium contrast enhancement within an hour following the UMBO (Figure 1C). Furthermore, biweekly UMBO (four sonications in total without drugs) was evaluated in the GL261-bearing mice. Mouse weight was unaffected (Figure 2A) and no significant difference in the overall survival (OS) between UMBO and non-treated groups was observed (Figure 2B). Overall, the UMBO parameters used for repeated BBB opening were safe and well-tolerated in GL261-bearing mice.

Pilot study with no UMBO using a GL261-luciferase orthotopic GBM mouse model was performed. This experiment aimed to determine the effect of anti-PD-L1 and anti-CTLA-4 in our GBM mouse model and select the best candidates to combine with UMBO. Anti-PD-L1 antibody alone showed a small regression in tumor growth (Figure 2C) with a limited improvement of survival in GL261-bearing mice (Figure 2D), Anti-CTLA-4 treatment did not reduce tumor growth (Figure 2C) or animal survival (Figure 2D).

Furthermore, using immunofluorescence, we were able to detect PD-L1 expression on the surface of the GL261 cell line using anti-PD-L1 (Genentech, 6E11). RT-PCR was used to evaluate the quantitative expression of PD-L1 in the GL261 cell line and we have used the Nfpp10 cell line as a positive control. PD-L1 expression was significantly higher in the GL261 cell line compared to our control (Supplementary Material, Figure S3). Overall, this makes the anti-PD-L1 antibody the best candidate to combine UMBO in the GL261 GBM mouse model.

### 3.2. UMBO Dramatically Increased the Efficacy of anti-PD-L1 in GL261-Bearing Mice

We then investigated the combined effect of UMBO with anti-PD-L1 in the GL261-bearing mice. Mice with comparable bioluminescence values were divided into five groups: (i) UMBO group, (ii) anti-PD-L1 group, (iii) UMBO plus anti-PD-L1 group, (iv) IgG1 group, and (v) IgG1 plus UMBO group. Mice that had received an anti-PD-L1 antibody plus UMBO showed 76% long-term survivals (13/17) compared to 26% in anti-PD-L1 alone (4/15) and 0% in control groups (0/16). The results from two independent experiments (Exp) were summarized in Table 1. UMBO plus anti-PD-L1 showed a significant regression in tumor growth following four sessions of treatments compared to controls (*p* < 0.01) (Figure 3B). Furthermore, Anti-PD-L1 alone showed a limited regression of tumor growth (*p* < 0.05) compared to control (Figure 3B). Kaplan–Meier estimate showed a significant difference in OS of UMBO’s plus anti-PD-L1 treated mice versus anti-PD-L1 alone (Figure 3C). Furthermore, a higher significant difference (Figure 3C) was observed in UMBO plus anti-PD-L1 treated mice compared to anti-IgG1 plus UMBO treated mice.

### 3.3. UMBO Increased the Penetration of anti-PD-1 and anti-PD-L1 Antibodies into the Brain Parenchyma

IHC staining of anti-PD-L1 (BXCELL, BE0101) confirmed UMBO’s trend to deliver anti-PD-L1 to the right hemisphere brain parenchyma (Figure 4A). Furthermore, an already clinically optimized method [21] was used to compare a size matched IgG1 antibody’s pharmacokinetics with and without UMBO. Three C57BL/6 mice per time point (six-time points) per group were used in the analysis. We observed a comparable serum concentration of nivolumab in control and UMBO-treated mice.

Interestingly, higher concentrations of nivolumab were detected in mice brains treated with nivolumab plus UMBO. As expected, we detected a negligible concentration (≤0.2 µg/200 mg brain) of nivolumab in control mice brains (Figure 4B). The maximum concentration (*C*_max_) of nivolumab in normal brain tissue was detected at 24 h and started to decline and reach a negligible concentration at 96 h. Therefore, a regimen of biweekly antibody administration was performed. The brain to plasma concentration ratio shows that UMBO enhanced the ratio of nivolumab passage across the BBB at 3, 24, 48 h but not at 96 h (Figure 4C).

### 3.4. UMBO plus Anti-PD-L1 Activates Microglia and Modulates Microglial Phenotype

We studied the immune cell populations in our treatment groups using flow cytometry. Interestingly, we observed that UMBO plus anti-PD-L1 significantly enhanced the percentage of activated microglia compared to anti-PD-L1 treatment alone (Figure 5B). UMBO alone was not associated with a significant enhancement of activated microglia percentage compared to the vehicle group; however, a trend was observed (*p* = 0.150). On the other hand, we did not observe any significant changes in the percentage of CD8^+^ and CD4^+^ T-lymphocytes or CD206^+^ macrophages in all groups. Immunofluorescence staining of microglia in the anti-PD-L1 plus UMBO treated group confirmed this finding and showed a phenotype of activated microglia. IHC showed a double nucleus staining of Iba1 in the UMBO plus anti-PD-L1 treated GL261-bearing mice suggesting a possible induction of microglia cell division (Figure 5G).

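RNA from the right hemisphere of GL261-bearing mice was sequenced 24 h after the last of the treatment sessions on days 21 and 24. Libraries from 3 vehicle-treated mice and 2 UMBO-treated mice were analysed here, against n = 3 per group in the paper; the deposited record describes 5 mice. Each library is bulk RNA from a hemisphere that carried a tumor, so tumor cells, brain cells and immune cells all contribute to it. The authors mapped the reads to the mouse genome GRCm38 with STAR and deposited the number of reads counted on each gene, without normalization. The total count was 82053110, 66519952 and 86164159 in vehicle replicates 1 to 3, and 85215714 and 59736771 in UMBO replicates 1 and 2. No pair of libraries differed by as little as sampling noise, with a chi-square per gene between 55.9 and 702.9 where sampling noise alone gives about 1. From these counts, normalized by edgeR's TMM method, 23592 genes with enough counts were compared between the groups. The comparison used edgeR's quasi-likelihood test. No gene reached an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p from edgeR was 0.497. At an unadjusted p under 0.05 there were 1738 genes, of which 1251 were higher and 487 lower with UMBO. Without vehicle replicate 3 this excess of higher genes was gone, with 217 higher and 215 lower, and without vehicle replicate 1 there were 296 genes, 194 of them higher. The alternative that moved the number of genes most without grouping the mice by replicate number was the DESeq2 Wald test, which called 37 genes, 27 higher and 10 lower. The largest component of variation among the 5 libraries held 78.7% of the variance and did not separate the groups. On it UMBO replicate 2 lay at 133.7, vehicle replicate 2 at 17.0 and UMBO replicate 1 at -14.1. Vehicle replicates 1 and 3 lay at -68.4 and -68.2. A gene set variation analysis score was computed per library from variance-stabilized counts for each gene signature. With 3 libraries against 2 there are 10 groupings, so the smallest p that an exact permutation test can give is 0.1, and no score difference can reach 0.05.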

Using bulk RNA sequencing, we analyzed whether UMBO modulates antigen presentation related genes compared to the vehicle treated group. UMBO did not influence antigen presentation (Figure 6A) or affect microglia gene expression (Figure 6B). 

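The gene set variation analysis score of the 17 antigen presentation genes was -0.22 ± 0.64 (SD, n = 3) with vehicle and 0.16 ± 0.72 (SD, n = 2) with UMBO, a difference of 0.38 that was smaller than the SD of either group (2-sided exact permutation test, p = 0.5). The difference was 0.089 without vehicle replicate 1, 0.23 without vehicle replicate 3, 0.93 without vehicle replicate 2 and 0.89 without UMBO replicate 1. The scores overlapped between the groups, at -0.72, 0.50 and -0.45 in the vehicle libraries and -0.34 and 0.67 in the UMBO libraries. On the log2 scale 16 of the 17 genes were higher with UMBO, with a median log2 fold change of 1.31, but no gene had both UMBO libraries above every vehicle library. UMBO replicate 2 decided this median, which was -0.08 when that library was left out. Relative to the vehicle mean, the median log2 value of the signature was -0.78, 1.05 and -0.27 in the vehicle libraries, 0.18 in UMBO replicate 1 and 2.35 in UMBO replicate 2. The 4 genes with the smallest p were Hspa1a, Pdia3, Psme2 and Psme1. Hspa1a (chromosome 17 of GRCm38, 34969190 to 34972156) was at 5.00 ± 0.21 CPM (TMM-normalized counts scaled to a common library size; SD, n = 3) with vehicle, at 5.17 in UMBO replicate 1 and at 82.7 in UMBO replicate 2. Its near-identical neighbor Hspa1b can share its reads. Pdia3 (chromosome 2, 121413775 to 121438687) was at 229 ± 37.1 CPM (SD, n = 3) with vehicle and 368 ± 157 (SD, n = 2) with UMBO. This was a log2 fold change of 0.69 (standard error 0.321). Psme2 (chromosome 14, 55587441 to 55591113), which can share reads with Psme2b, had a log2 fold change of 1.57 (standard error 0.748). Psme1 (chromosome 14, 55578123 to 55581529) had a log2 fold change of 1.31 (standard error 0.651). Without UMBO replicate 2 the log2 fold changes were 0.17 for Pdia3, 0.04 for Psme2 and 0.01 for Psme1. Pdia3, Psme1 and Hspa1a each overlap an exon of a gene on the opposite strand. Whether the counting used strand is not stated in the paper's text, so their counts are uncertain. All 4 genes had an adjusted p of 0.497 in edgeR's quasi-likelihood test, and 0 of the 17 passed when adjusted over the list alone. Limma's camera test, which assumes a correlation of 0.01 between genes, gave the signature an adjusted p of 1.47e-05 toward higher values. Limma's camera test with the correlation estimated from these libraries (0.874) gave an adjusted p of 0.306 and limma's fry test one of 0.312.

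**Figure D1:**
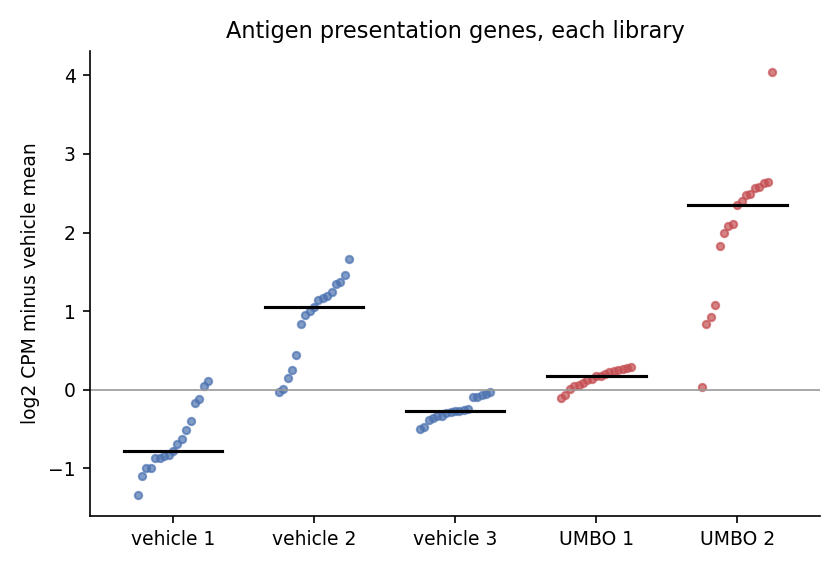
Each point is 1 of the 17 antigen presentation genes, plotted as its log2 CPM minus its mean over the vehicle libraries, for the 3 vehicle libraries (blue) and the 2 UMBO libraries (red). Black bars are the medians, which lie at 1.05 in vehicle replicate 2 and 0.18 in UMBO replicate 1, with UMBO replicate 2 highest at 2.35.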

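For the 8 genes of the microglia expression signature, the score was -0.39 ± 0.30 (SD, n = 3) with vehicle and 0.26 ± 0.69 (SD, n = 2) with UMBO, and the difference of 0.65 was within the SD of the UMBO libraries (2-sided exact permutation test, p = 0.3). Leaving out UMBO replicate 2 raised the difference to 1.14, and leaving out UMBO replicate 1 lowered it to 0.28. With a mean Z-score or a rank score in place of this score, both UMBO libraries lay above every vehicle library (2-sided exact permutation test, p = 0.1 for each, the smallest possible). The median log2 fold change of the 8 genes was 0.46, with 6 genes higher and 2 lower, and it was 0.278 without UMBO replicate 1. In 6 of the 8 genes both UMBO libraries lay above every vehicle library, where chance gives 10% of genes. Fcrls (chromosome 3 of GRCm38, 87250758 to 87263738, reverse strand) changed most, from 16.7 ± 0.73 CPM (SD, n = 3) with vehicle to 50.9 ± 0.57 (SD, n = 2) with UMBO. Its log2 fold change was 1.60 (standard error 0.149). Its adjusted p from edgeR's quasi-likelihood test was 0.497 over all genes tested and 3.14e-04 when adjusted over the list alone. The DESeq2 Wald test gave it an adjusted p of 6.93e-10 over all genes. Olfml3 rose from 36.2 ± 11.0 to 78.9 ± 11.9 CPM, a log2 fold change of 1.12 (standard error 0.285), with an edgeR adjusted p of 0.0305 over the list alone. Tmem119 and Gpr34 had log2 fold changes of 0.79 (standard error 0.272) and 0.65 (standard error 0.211), each with an edgeR adjusted p of 0.055 over the list alone. Siglech and P2ry13 rose by less, with log2 fold changes of 0.28 (standard error 0.195) and 0.26 (standard error 0.18). With each library left out in turn, the log2 fold change ranged from 0.56 to 1.04 for Tmem119 and from 0.34 to 0.88 for Gpr34. It ranged from 0.16 to 0.41 for Siglech and from 0.16 to 0.33 for P2ry13. P2ry12 and Slc2a5 had log2 fold changes of -0.05 (standard error 0.387) and -0.04 (standard error 0.279), and both changed sign when only library size was used for scaling. P2ry12 overlaps Med12l on the opposite strand. In total 2 of the 8 genes passed when adjusted over the list alone and 0 when adjusted over all genes. Limma's camera test gave the signature an adjusted p of 1.73e-05 toward higher values. This held in limma's fry test (adjusted p 0.0449) and not with limma's camera test under an estimated correlation of 0.371 (adjusted p 0.185).

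**Figure D2:**
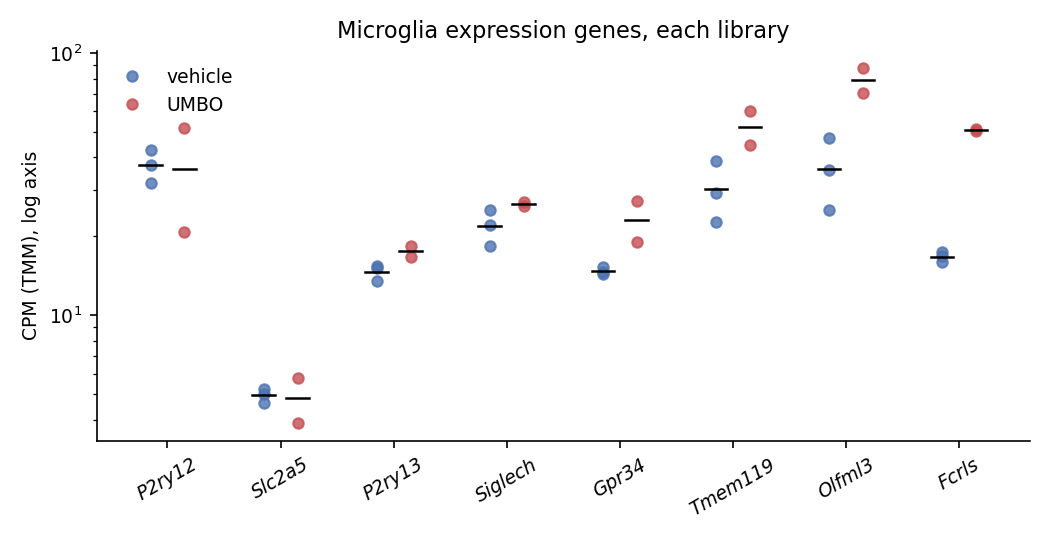
CPM (TMM, log axis) of the 8 microglia expression genes, ordered by log2 fold change, in each vehicle library (blue) and each UMBO library (red), with black bars at the group means. The Fcrls means are 16.7 with vehicle and 50.9 with UMBO, and the UMBO libraries lie on both sides of the vehicle libraries for P2ry12 and Slc2a5.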

Microglial ability to sense changes in the cellular environment was recently termed as microglia sensome [23]. We used the same gene signature to evaluate microglial sensome with and without UMBO. Interestingly, UMBO significantly induced the expression of gene signatures for microglial sensome compared to control (Figure 6B). Additionally, we evaluated whether UMBO enhanced circulating tumor DNA release to the bloodstream. 

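The paper's text does not name the members of its microglia sensome signature, so a list of 97 genes for microglial receptors and sensing proteins, written before the data were examined, was used in its place. It is not the paper's signature, and 7 of its genes are also in the microglia expression signature. The gene set variation analysis score of this list was -0.36 ± 0.47 (SD, n = 3) with vehicle and 0.49 ± 0.01 (SD, n = 2) with UMBO. Both UMBO libraries, at 0.50 and 0.49, scored above the vehicle libraries, at -0.76, 0.15 and -0.47. The difference of 0.85 had a 2-sided exact permutation p of 0.2, because 2 of the 10 groupings of the libraries gave a difference as large. Of the 96 genes of the list with enough counts, 92 were higher and 4 lower with UMBO, with a median log2 fold change of 1.12, and 56 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. In 50 of these 96 genes both UMBO libraries lay above every vehicle library, a share of 52.1% where chance gives 10%. UMBO replicate 2 carried much of the size of the change: without it the median log2 fold change was 0.52. Relative to the vehicle mean, the median log2 value of the list was 0.61 in UMBO replicate 1, close to 0.48 in vehicle replicate 2, and 1.63 in UMBO replicate 2. The 4 genes with the smallest p were Fcrls, Tlr2, Cd53 and Stab1. Tlr2 (chromosome 3 of GRCm38, 83836272 to 83841767) rose from 4.49 ± 2.12 CPM (SD, n = 3) to 20.0 ± 11.8 (SD, n = 2), a log2 fold change of 2.16 (standard error 0.532). Cd53 (chromosome 3, 106759921 to 106790149) rose from 12.4 ± 3.22 to 31.1 ± 12.1 CPM, a log2 fold change of 1.33 (standard error 0.328). Stab1 (chromosome 14, 31139013 to 31168641), which overlaps Nt5dc2 on the opposite strand, had a log2 fold change of 0.97 (standard error 0.241). Adjusted over the list alone, Fcrls passed in edgeR's quasi-likelihood test (adjusted p 0.00377) and the other 3 did not (adjusted p 0.0843 each). Over all genes 0 of the 96 passed. The adjusted p from limma's camera test was 8.02e-29 toward higher values. It was not past 0.05 with limma's camera test under an estimated correlation of 0.564 (adjusted p 0.185) or with limma's fry test (adjusted p 0.139). From the higher score of its own sensome signature with UMBO, the paper concludes that UMBO induced the microglial sensome.

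**Figure D3:**
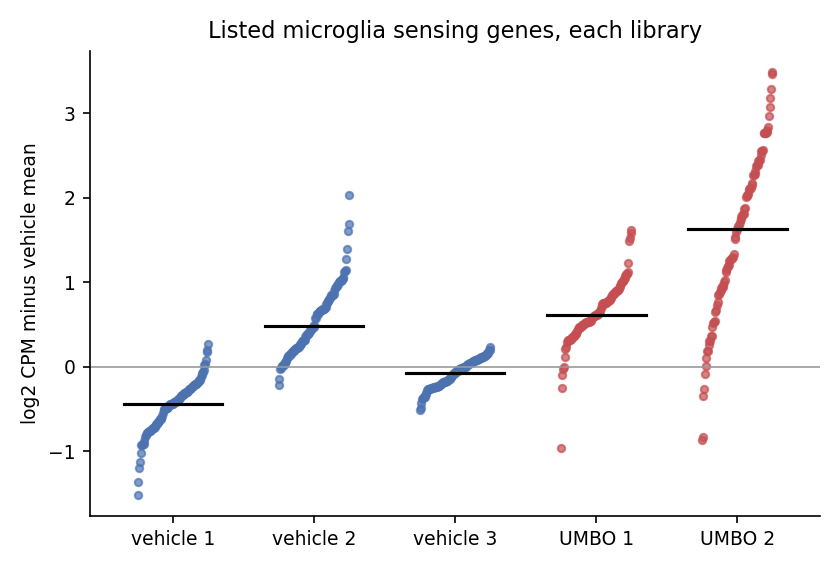
Each point is 1 of the 96 tested genes of the microglia sensing list, plotted as its log2 CPM minus its mean over the vehicle libraries, for the 3 vehicle libraries (blue) and the 2 UMBO libraries (red). Black bars are the medians, which lie at 0.48 in vehicle replicate 2, 0.61 in UMBO replicate 1 and 1.63 in UMBO replicate 2.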

GL261-bearing mice with significant tumors were used in this experiment. We observed a significant elevation in the number of copies for both *luciferase* (Figure 6D) and *mKate2* (Figure 6E) in the UMBO treated group compared to the control. 

## 4. Discussion

UMBO and several innovative strategies continuously evolve to overcome the BBB by increasing drug delivery [8]. Immunotherapies, including ICIs and cell therapies, have revolutionized multiple solid tumors’ treatments through activating the general antitumor immune response. The CheckMate-143 phase three clinical trial failed to demonstrate any higher efficacy of nivolumab over bevacizumab and showed that nivolumab did not improve OS in GBM patients. Several reasons might explain the low efficacy of ICIs in GBM: (i) low tumor mutation load, (ii) lack of predictor of response and lack of selection of patients, (iii) low penetration of ICIs within the brain parenchyma, (iv) low peripheral priming, (v) local immunosuppression, and (vi) low penetration of T-lymphocytes [26].

We explored the BBB as the limitation for antibody and lymphocytes penetration and priming and evaluated the potential of UMBO to deliver large therapeutics to the brain and the possible modulation of the immune microenvironment in GBM mouse models. We confirmed the limited efficacy of ICIs in the Gl261-bearing and Nfpp10-bearing mouse models. Consistent with our data, Reardon et al. reported limited efficacy of anti-PD-L1 and anti-CTLA-4 in GL261-bearing mice with a different treatment regimen [27].

To the best of our knowledge, this is the first research article that reports a dramatic increase in the OS of GL261-bearing mice when treated with UMBO plus anti-PD-L1. Indeed, 76% of GL261-bearing mice treated with anti-PD-L1 plus UMBO survived longer than 100 days compared to 26% of mice treated with anti-PD-L1 alone. We investigated the mechanisms involved in the anti-tumor effect. We hypothesized that the BBB was responsible for the limited efficacy by blocking anti-CTLA-4 and anti-PD-L1 from reaching the GBM tumor. A recent study reported enhanced efficacy of antibody conjugates following their delivery to GBM tumors [28]. Furthermore, focused ultrasound enhanced the delivery of intranasal anti-PD-L1 but not OS in GL261-bearning mice [29] and a very recent clinical study showed that UMBO enhanced the delivery of trastuzumab in brain metastases [30].

In our setting, we reported that UMBO enhanced antibody concentration up to 28-fold compared to control. UMBO was optimized to disturb one hemisphere; however, in our PK analysis, we used a whole-brain homogenization method; therefore, local concentrations of nivolumab could have been higher. Consistent with our data, a study has shown that UMBO enhanced the delivery of bevacizumab [31] ~149 KDa and anti-PD1 [32] compared to non-sonicated brains in a glioma mouse model. UMBO plus 200 µg of the anti-PD-L1 biweekly treatment regimen was used to maintain the higher concentration of anti-PD-L1 within the brain parenchyma. Immune checkpoint blockade with anti-PD-L1 was performed on day 14 post-inoculation to allow for T-lymphocytes exhaustion [33].

UMBO stimulates detectable peripheral circulation of GL261 DNA [34]. Zhu et al., investigated the possibility of using UMBO for liquid biopsies in GBM models. They detected that green fluorescent protein mRNA 20 minutes following UMBO in the GL261-GFP expressing mouse model [35] supports the passage of tumor material from the brain to blood flow stream. Consistent with our timepoint, another research group described that UMBO increases cell-free DNA in time-dependent matter [36]. The priming effect of circulating DNA could activate naïve T-lymphocytes through their exposure to new antigens. BBB protects the tumor from T-lymphocytes infiltration and immune activation. Therefore, detecting GL261 tumors in the peripheral circulation might activate the global antitumor effect. Further functional analysis of lymphocyte activation should be performed to evaluate any priming effect of UMBO.

Our results showing microglia activation in the UMBO plus anti-PD-L1 treated GL261-bearing mice suggest a possible mechanism for the observed enhanced therapeutic efficacy of anti-PD-L1. Our flow cytometry analysis confirms published data that showed a higher ratio of Iba-1 staining in sonicated regions compared to the non-sonicated [37]. PD-L1 is expressed on the cell surface of both GL261 and microglia [38]. A possible effect on microglia phenotype might be related to the combined effect of UMBO and anti-PD-L1 delivery to the brain parenchyma. Activated microglia might have a cytotoxic effect against GL261 tumor cells [39]; therefore, further investigation of the activated microglia role in GBM should be addressed.

To date, there is no clear evidence of the effect of UMBO on T-lymphocytes passage to the brain. We did not observe any significant elevation in the percentage of CD8^+^ and CD4^+^ T-lymphocytes at one timepoint (~16 h). This effect might be related to the timing of sample collection as we only evaluated our treatment regimen at one timepoint. We observed a delayed antitumor effect in UMBO and anti-PD-L1 group which can be related to a delayed effect on T-lymphocytes. Furthermore, we have not analyzed any subpopulations of CD8^+^ T lymphocytes i.e., PD-1^+^ CD8^+^ T-lymphocytes.

Syngeneic mice models and especially the GL261 mouse model used in our experiments is a limitation of the current study. The GL261 mouse model: (i) has a high mutation load which is not consistent with GBM patients and (ii) a variability in terms of responses to ICIs in vivo [33]. Another limitation is the inability to demonstrate functional analysis of the role of UMBO in priming naïve T-lymphocytes through their exposure to new antigens. Additional functional analysis of the effect of UMBO plus anti-PD-L1 would explain the dramatic effect on OS that was observed in our study.

## 5. Conclusions

Our study showed statistically significant increased brain penetration and efficacy of anti-PD-L1 in GL261-bearing mice when delivered by UMBO. We have also provided clear evidence of the possible safe and effective delivery of large therapeutic agents using UMBO. Further investigations are needed to confirm the impact of UMBO on brain penetration and efficacy of chemotherapeutic agents and anti-PD-L1 to overcome the resistance of GBM to the current treatments.

## Figures and Tables

**Figure 1:**
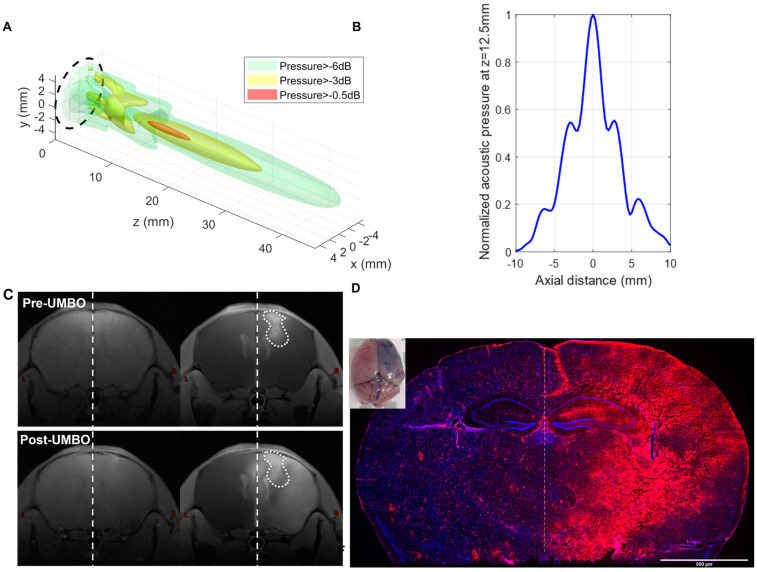
UMBO parameters are effective for BBB opening in healthy and Gl261 bearing mice. (Panel **A**,**B**): 3D structure of the ultrasound waves generated by the calibrated low-intensity ultrasound system. (Panel **C**): T1W MRI showed a marked Gd contrast enhancement within an hour following UMBO. An enhancement of Gd following UMBO in mice (*n* = 2, analysis of the Gd enhancement is shown in Supplementary Material, Figure S1C). The two top T1-MRI images were obtained before UMBO (pre-Gd left MRIs; and post-Gd). The two bottom T1-MRI images were obtained after UMBO (pre-Gd left MRIs; and post-Gd). UMBO is effective in C57BL/6 mice. right MRIs). (Panel **D**): Evans blue staining was enhanced in sonicated brain hemisphere compared to the control hemisphere visually and by fluorescence ((Panel **D**); Evans blue in red, DAPI in blue).

**Figure 2:**
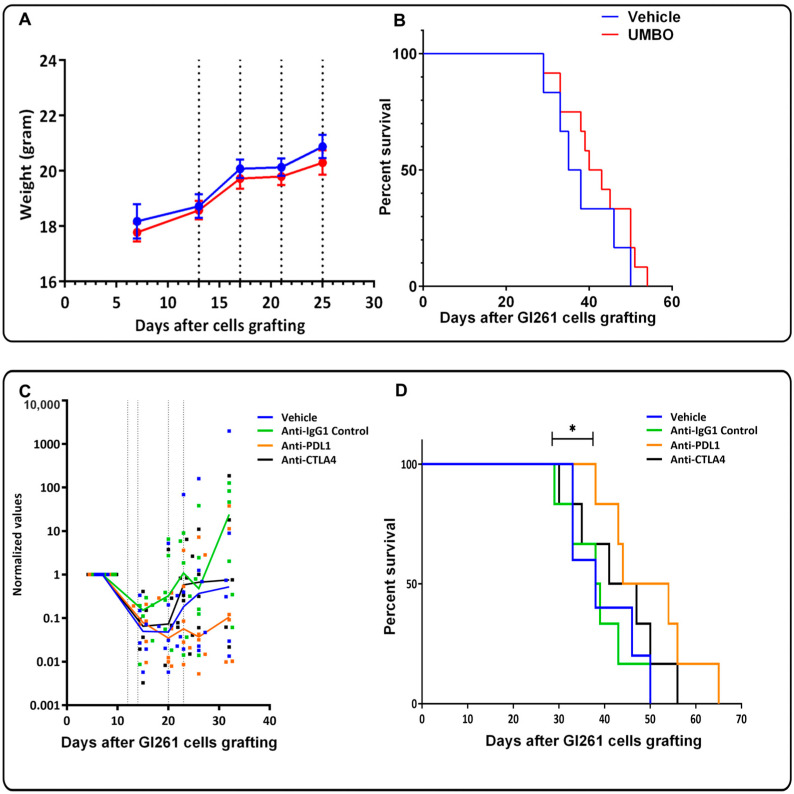
UMBO parameters are safe and anti-PD-L1 increased survival of GL261 bearing mice. Repeated UMBO alone does not affect OS (Panel **B**) or body weight in GL261-bearing mice compared to the non-treated (Panel **A**). (Panel **C**,**D**): Animals were treated with 200 µg of anti-PDL-1, Anti-IgG1 as (a control), anti-CTL-4, or vehicle for four doses. Bioluminescence measures normalized to the first measured value performed on day 7 after cell inoculation in GL261-bearing mice model. Each colored dot represents values for one animal and the line represents the median value for the group. Bioluminescence signal was measured weekly. Dotted lines represent the days of treatments. (Panel **D**). Kaplan Meier curves in GL261-bearing mice. Anti-PD-L1 alone improved OS in Gl261 bearing mice. Anti-CTLA-4 did not improve OS in GL261-bearing mice. * for *p* ≤ 0.05.

**Figure 3:**
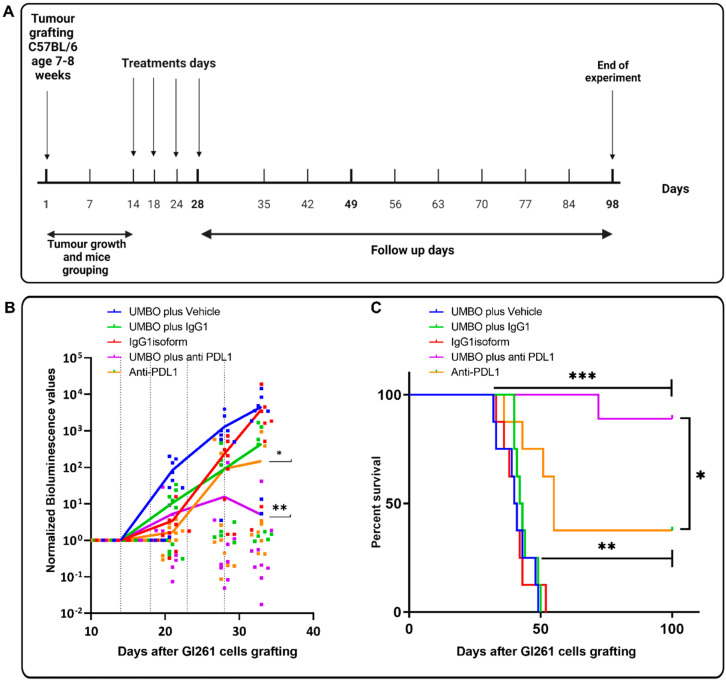
UMBO increased the efficacy of anti-PD-L1 in GL261-bearing mice. (Panel **A**): shows a timeline of the treatment protocol used in the survival experiments. Cell grafting was done on day 1 while treatments were applied on days 14, 18, 24, and 28. Mice were followed up for 100 days. (Panel **B**,**C**): (Panel **B**): bioluminescence normalized to the first measured value after cell inoculation in GL261-bearing mice. Each dot represents values for one animal and the line represents the median value for the group. Bioluminescence signal was measured weekly. Dotted lines represent the days of treatments. Anti PD-L1 plus UMBO suppressed tumor growth over time compared to controls. ** for *p* ≤ 0.01. Repeated UMBO alone does not affect OS (Panel **C**) or body weight (Supplementary Material, Figure S4) in GL261-bearing mice compared to the non-treated (Panel **C**). (Panel **C**): UMBO plus an-ti-PD-L1 increased OS (* *p* < 0.05) compared to anti-PD-L1 alone and (*** *p* < 0.0001) compared to control groups.

**Figure 4:**
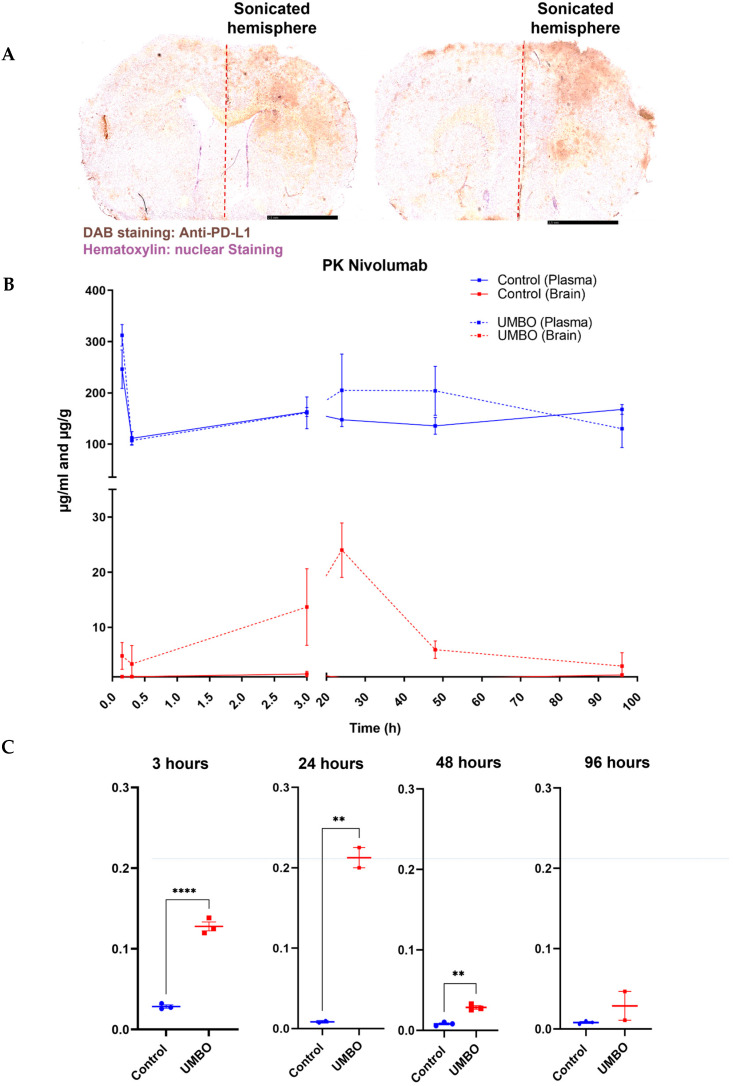
UMBO increased the delivery of ICIs to the brain parenchyma. (Panel **A**): IHC staining of anti-PD-L1 (BXCELL) (Panel **B**): PK of Nivolumab concentration in the C57BL/6 mice blood and brain. (Panel **C**): Brain/plasma ratio of nivolumab concentration over time. UMBO enhanced the brain/plasma ratio of nivolumab compared to control mice. ** for *p* ≤ 0.01. **** for *p* ≤ 0.0001.

**Figure 5:**
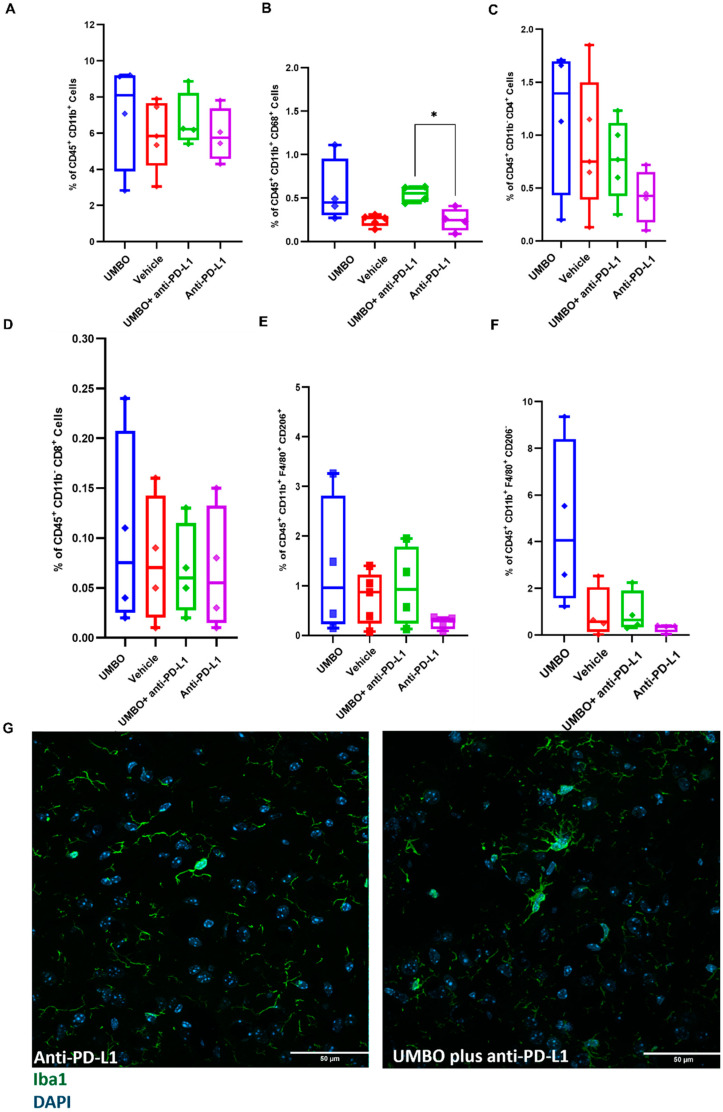
UMBO plus anti-PD-L1 activates microglia and modulates microglial phenotype. (Panel **A**): Flow cytometry analysis of the percentage of total microglia in all different groups (*n* = 4–5). (Panel **B**): UMBO plus anti-PD-L1 significantly enhanced (* *p* < 0.05) the percentage of CD68^+^ cells than an-ti-PD-L1 alone. (Panel **C**,**D**): UMBO plus anti-PD-L1 did not influence CD4^+^ and CD8^+^ T-lymphocytes percentages compared to other groups. (Panel **E**,**F**): No significant difference in CD206^+^ and CD206^−^ macrophages in all groups. UMBO plus anti-PD-L1 did not modulate macrophages’ expression. (Panel **G**): Green: Iba1 microglia/macrophages Blue: DAPI nuclear staining; microglia staining in anti-PD-L1 plus UMBO (right photos) treated group confirm a phenotype of activated microglia.

**Figure 6:**
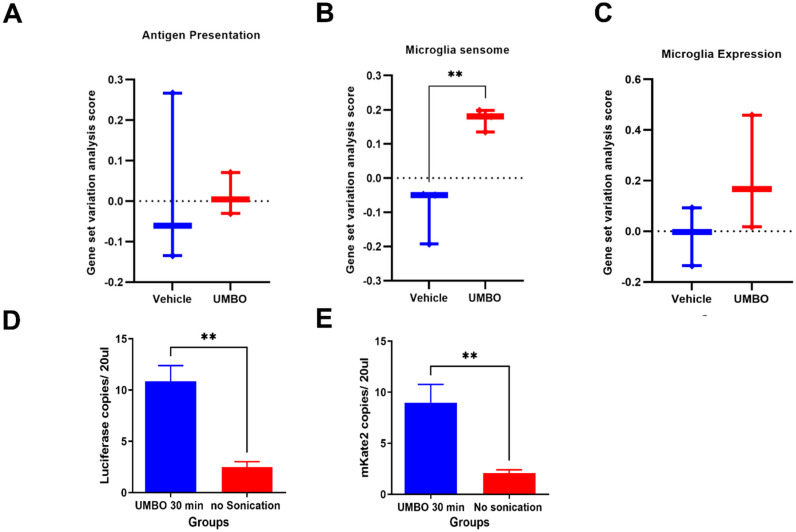
Repeated UMBO is associated with microglia’s gene signature in the GL261 mouse model. (Panel **A**): UMBO did not influence antigen presentation gene signature compared to the non-treated. (Panel **C**): UMBO alone is associated with a significant (** *p* < 0.01) enrichment of microglia sensome gene signature (Panel **D**) compared to vehicle (*n* = 3). No significant difference was observed in microglial gene expression (Panel **B**). Heat maps of microglia gene signature and antigen presentation genes used in panels A and C are presented in Supplementary Material, Figure S5. (Panel **D**,**E**) represent the ddPCR analysis of *Luciferase* DNA (Panel **D**) and *mKate2* DNA (Panel **E**) in the blood 30 min following UMBO.

**Table 1:** Summary of long-term survivals and statistical analyses.

		Exp. 1	Exp. 2
No of Long-term Survivals > 100 days	UMBO plus vehicle	0/8	0/8
	UMBO plus IgG1	0/8	0/8
	IgG1 isoform	0/8	0/8
	UMBO plus anti-PD-L1	7/9	6/8
	Anti-PD-L1	3/8	1/7
Percentage	UMBO plus anti-PD-L1	77%	75%
	Anti-PD-L1	37%	14%
Statistic	UMBO plus anti-PD-L1/UMBO alone	*p* = 0.0009	*p* = 0.0012
	anti-PD-L1/IgG1 isoform	*p* = 0.0057	*p* = 0.0191
	UMBO plus anti PD-L1/anti-PD-L1	*p* = 0.0480	*p* = 0.0360

## Data Availability

Raw data will be available upon request from the authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics15020455/s1, Figure S1: Schematic representation of LIPU procedure. (A) Graphical representation of LIPU generator set up. (B) Experimental timeline for anti-PD-1 treatment with BBB disruption. (C) A quantitative analysis of Gd enhancement pre and post UMBO in Gl261-bearing mice. (** *p* < 0.001); Figure S2: A representative gating strategy to identify immune cell subsets in Gl261 bearing brains following treatments. Mice were perfused using cold distilled phosphate buffer saline (DPBS) ~16 h after treatment. Tumor-bearing hemispheres were isolated, dissociated. Samples were acquired on a spectral flow cytometer (Aurora, Cytek) and analyzed by FlowJo software (FlowJo, LLC). Briefly, cells were selected based on their morphology, doublets, and dead cells were excluded using (Biolegend, #423107) while tumor cells were excluded based on their *mKate* expression. Monocytes (Ly6C^+^ Ly6G^−^) and neutrophils (Ly6C^+^ Ly6G^+^) were excluded from non-tumoral live cells using Ly-6C (Biolegend, #128036) and Ly-6G (Biolegend, #127617). Microglia were identified based on their expression of CD11b^+^ and CD45^low^ using CD45 (Biolegend, #103131) and CD11b (Biolegend, #101255). Activated microglia were identified as CD68^+^ using (Biolegend, #137003). F4/80 marker (Biolegend, #123117) was used to determine macrophages in the CD45^high^ CD11b^+^ cell population. CD206 marker (Biolegend, #141729) was used to distinguish between subpopulations of macrophages. Lymphocytes CD4^+^ (Biolegend, #100541) and CD8^+^ (Biolegend, #100737) were identified on the CD45^+^ CD11b^−^ fraction of non-tumoral live cells. The percentage of each subpopulation was calculated and used for comparisons; Figure S3: Quantitative expression of PD-L1 in GL261 cell line and we have used Nfpp10 cell line as a positive control (left figure). Immunofluorescence of PD-L1 expression in GL261 cell line. (* *p* < 0.05); Figure S4: None of the treatments affected the body weight of GL261 bearing mice. Analysis of body weight shows no significant changes on body weight following treatments. Dotted lines represent the days of treatments; Figure S5: Heat maps of microglia gene signature (left figure) and antigen presentation genes (right figure) used in data analysis in Figure 6A,C.

How the deposited data were processed for this re-analysis (not part of the article)

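Bulk RNA sequencing of the right hemisphere of GL261-bearing mice treated with vehicle (3 libraries) or UMBO (2 libraries) was analysed; the paper gives n = 3 per group, while the deposited record describes 5 mice, and no other UMBO library was analysed here. The groups and replicate numbers were taken from the labels of the deposited samples and from the paper.

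The authors mapped the reads with STAR v2.7.2a to GRCm38 and deposited raw counts of reads per gene, 1 table per library, with Ensembl gene identifiers and no normalization. The annotation release and whether the counting used strand are not stated in the paper's text. For 55394 genes a symbol was found in GENCODE M21, which is on the same genome build, and chromosome positions are from that annotation. Genes without a symbol took at most 0.101% of the counts of a library. The total count per library lay between 59736771 and 86164159, so counting error is small for all but the rarest genes. The precision of the comparison is set by the number of mice and by the spread between them.

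Counts were normalized by TMM, genes with low counts were removed with filterByExpr, and 23592 genes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.1181. Log2 CPM (counts scaled to equal library size) used a prior count of 2. DESeq2 1.42.0 gave the variance-stabilized values of the 40435 genes with a count, from which gene set variation analysis scores were computed with a script that follows the published Gaussian-kernel method, because the package itself was not installed. Scores depend on which libraries are scored together. Group differences in the score were tested with a 2-sided exact permutation test over the 10 groupings of the libraries. Gene lists were tested with camera (a preset correlation of 0.01) and fry of limma 3.58.1, adjusted over the 3 lists, and list medians were compared with 10000 random lists matched on expression in 20 bins. The median log2 fold change lay at percentile 100 of the random lists for antigen presentation, 98.7 for microglia expression and 100 for the sensome list.

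The antigen presentation and microglia expression lists are those printed in the paper, with H2-Ab1k read as H2-Ab1. The sensome list is not the paper's, whose members its text does not name. Genes named in the text followed a rule set before the data were examined: every gene of the microglia expression list, the 4 genes with the smallest p in each of the other lists, and, since no gene passed the adjusted threshold, the 3 genes with the smallest p in each direction among all genes, besides 8 genes for proteins that the paper stained or sorted on. Genes named outside this rule are marked where they appear.

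The methods were tested on simulated data with 200 of 23592 genes changed 4-fold. The changed genes were drawn only from genes above a low limit of mean expression. Genes were simulated independently, without the variation that genes of these libraries share, so the numbers of calls need not carry over to the real data. With dispersions as estimated from these libraries, edgeR called 115 of the 200 changed genes and 11 unchanged genes, and DESeq2 called 176 changed and 80 unchanged genes; with a dispersion of 0.01 edgeR called 200 of the 200 and 4 unchanged genes. In a simulation of 5000 genes a list of 40 raised genes had a mean score of 0.65 in the treated libraries and -0.50 in the controls. A list of 40 lowered genes had mean scores of -0.64 and 0.52. A list of 40 unchanged genes had mean scores of -0.19 and 0.08, so a score difference can arise without any change.

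Alternatives covered the normalization, the filter on low counts, DESeq2 in place of edgeR, the replicate number as a block, each library left out in turn, other scores and other tests of gene lists. Quantile-normalized values and a proliferation score as a covariate were added after the data had been examined. The score of a library is the scaled mean Z-score of the proliferation marker list. It is read from bulk RNA, so dividing cells of any kind can raise it, not only tumor cells.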

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

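The tests of explanations in this part, apart from those of depth and GC content, were chosen only after the result was seen. Of 20 lists of marker genes outside the paper's signatures, 7 had a higher mean Z-score in both UMBO libraries than in every vehicle library. The list for the thalamus, 1 of the 20, was lower in both. Chance gives 10% of lists in each direction, and the lists are not independent of each other, since they are read from the same 5 libraries. By flow cytometry the paper saw no significant change in the percentages of T lymphocytes or macrophages. Those cells were counted sooner after treatment and after fewer sessions, and RNA of a marker list is not a cell percentage.

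The median log2 fold changes of the 7 lists were 2.14 for proliferation, 1.89 for reactive astrocytes, 1.85 for monocytes and macrophages, 1.71 for disease-associated microglia (3 of whose 15 genes are also in the sensome list), 0.84 for heat shock genes (of which Hspa1a is also in the antigen presentation list), 0.59 for red blood cells and 0.50 for endothelial cells. UMBO replicate 1 lay close to vehicle replicate 2 in several of them. The median log2 value of the proliferation list relative to the vehicle mean was 1.06 in UMBO replicate 1 and 0.92 in vehicle replicate 2, against 2.92 in UMBO replicate 2. For monocytes and macrophages the medians were 0.48 in UMBO replicate 1 and 1.12 in vehicle replicate 2, so the order of the libraries depended on the measure. The endothelial list behaved differently, at 0.54 and 0.56 in the UMBO libraries and at most 0.14 in the vehicle libraries. Heat shock genes were at 0.14 in UMBO replicate 1 and 1.28 in UMBO replicate 2. UMBO replicate 2 decided the size of several of these changes: without it the median log2 fold change was 0.84 for proliferation, 0.62 for reactive astrocytes, 0.22 for monocytes and macrophages (3.00 without vehicle replicate 2), 0.51 for disease-associated microglia and 0.141 for heat shock genes. For red blood cells it was 0.26 without vehicle replicate 1, and for endothelial cells it stayed between 0.38 and 0.58 with each library left out. With the proliferation score as a covariate, chosen after seeing the data, several medians fell. They were 0.14 for reactive astrocytes, -0.26 for monocytes and macrophages, 0.08 for disease-associated microglia and -0.06 for heat shock genes. The proliferation list fell to 0.06 by construction, because the score is made from that same list. Endothelial cells (0.38) and red blood cells (0.51) changed less. The score is itself higher with UMBO, so the covariate can also remove an effect of UMBO. All 10 proliferation genes passed in edgeR's quasi-likelihood test when adjusted over the list alone, and 0 when adjusted over all genes.

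UMBO replicate 2 lay far from the other libraries on the largest component of variation. Depth does not account for the size of this component, which still held 78.8% of the variance after every library was thinned to the smallest total. That share does not show where UMBO replicate 2 lay after thinning. GC content and exonic length explained 10.2% of the variance of the gene loadings, too little to account for the component. More tumor tissue in the sampled hemisphere may contribute, since the loadings of the proliferation list lay at percentile 100 of matched random lists. The neuronal genes, which should lie at the other end, were only at percentile 11.7, though their median loading was negative (-0.0046). Their median log2 value was lowest in UMBO replicate 2, at -0.88 against -0.12 to 0.20 in the other libraries. The percentile alone therefore does not argue against more tumor tissue. Of the other lists for normal brain, choroid plexus (percentile 0.07) and cerebellum (1.41) lay at the end opposite to proliferation. Thalamus (19.46), astrocytes (60.38), striatum (61.07), oligodendrocytes (78.61) and olfactory bulb (85.62) did not. The lists for monocytes and macrophages, interferon response and antigen presentation were at percentile 100, like the proliferation list. Tumor load, immune infiltration and a response to UMBO therefore cannot be told apart for this library. The paper selected mice with tumors of comparable size by bioluminescence; no tumor size per library was used here.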

How the results depend on the processing

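The direction of the score difference was the same for the 3 signatures under the alternatives run on the scores, which were other expression values, other scores, other gene lists and each library left out. The replicate block and the proliferation covariate were run only on the genes and lists. No p could pass 0.05 by design. For microglia expression the exact permutation p was 0.1, the smallest possible, with the mean Z-score and with the rank score, against 0.3 with the score as reported. Across the 5 settings that each left out 1 library, the score difference ranged from 0.089 (without vehicle replicate 1) to 0.93 (without vehicle replicate 2) for antigen presentation, from 0.28 to 1.14 for microglia expression and from 0.82 to 1.12 for the sensome list.

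The number of genes with an adjusted p under 0.05 was 0 with DESeq2's size factors, library size only, both other filters, a threshold of 0.10 and a fold change minimum, against 37 with the DESeq2 Wald test. In the simulation with these libraries' dispersions, where genes varied independently, DESeq2 also called more unchanged genes than edgeR. Genes with an unadjusted p under 0.05 numbered 1738, and 4100 with no filter on low counts, where 40435 genes were tested, and 2639 with the DESeq2 Wald test; the cause was not tested for either. Across the fits that each left out 1 vehicle library they ranged from 296 (without vehicle replicate 1) to 2674 (without vehicle replicate 2). Without vehicle replicate 1, 194 of the 296 were higher. The split into higher and lower genes was 1251 to 487, 2164 to 510 without vehicle replicate 2, 217 to 215 without vehicle replicate 3, 1502 to 395 with library size only, and 624 to 712 with the proliferation score as a covariate. Scaling by library size only moved the median log2 fold change of all genes from 0.01 to 0.13.

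With the replicate block, 2337 genes had an adjusted p under 0.05 in edgeR, 1428 higher and 909 lower, and 6134 an unadjusted p under 0.05. Nothing in the paper or the labels says that a replicate number marks a shared litter or day. Only 2 numbers are shared, with correlations of the deviations of 0.453 and 0.76, and with 2 UMBO libraries their deviations mirror each other by construction, so the numbers do not establish pairs.

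The adjusted p of limma's camera test lost significance with an estimated correlation for antigen presentation (0.306), microglia expression (0.185) and the sensome list (0.185), and with limma's fry test for antigen presentation (0.312) and the sensome list (0.139). Between the forms of camera the correlation between genes is what differs, at 0.01 when preset and at 0.874, 0.371 and 0.564 when estimated. Why fry differed was not tested.

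The list medians kept within the spread of the libraries under the other scalings and filters. With 1 library left out in turn, the median log2 fold change ranged from -0.077 to 2.27 for antigen presentation, from 0.28 to 0.54 for microglia expression and from 0.52 to 1.58 for the sensome list. Leaving out UMBO replicate 2 gave the lowest value for antigen presentation and the sensome list, and leaving out UMBO replicate 1 that for microglia expression.

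With the proliferation score as a covariate, chosen after seeing the data, the median log2 fold change was -0.86 for antigen presentation and 0.11 for the sensome list, and the direction of the antigen presentation set test was reversed (adjusted p 1.44e-09 from limma's camera test). The sensome list stayed higher in that test (adjusted p 0.00237 from limma's camera test), with 57 of 96 genes higher. The microglia expression list did not shrink, with a median of 0.50, 8 of 8 genes higher and an adjusted p of 1.44e-09 from limma's camera test. These p values come from camera with the preset correlation of 0.01. Without the covariate that form lost significance for each list once the correlation was estimated. Per-library list medians gave condition terms of -0.86 (standard error 0.692) for antigen presentation and 0.15 (standard error 0.415) for the sensome list. The term was 0.55 (standard error 0.171) for microglia expression. Under this covariate the log2 fold changes of Slc2a5 (0.28) and P2ry12 (0.82) became positive and those of Hspa1a (-0.59), Pdia3 (-0.12), Psme2 (-0.82), Psme1 (-0.75), Cd274 (-1.28), Aif1 (-0.31), Mrc1 (-0.0032) and Cd8a (-0.90) negative. The score is itself higher in the UMBO libraries, so the covariate can remove an effect of UMBO as well as of tumor content.

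Slc2a5 and P2ry12, whose changes were near 0, also changed sign with library size only (0.060 and 0.044) and without UMBO replicate 2 (0.22 and 0.47), and P2ry12 without vehicle replicate 3 (0.06). Cd274 (0.43) and Cd8a (0.75) were not near 0 and also changed sign without UMBO replicate 2, to -0.48 and -0.80. Across the fits that each left out 1 library the log2 fold change ranged from -0.38 to 0.22 for Slc2a5, from -0.88 to 0.47 for P2ry12, from -0.48 to 1.26 for Cd274 and from -0.80 to 1.46 for Cd8a. Among single genes and marker lists, 466 other values kept their direction and side of the threshold (genes) or stayed within the SD of the libraries (lists, and genes in fits with 1 UMBO library), 58 moved by more than that SD, and 25 passed the threshold only under the replicate block or DESeq2. Some of the 466 values still shrank: with the proliferation score as a covariate the log2 fold change fell to 0.16 for Cd68, 0.05 for Ptprc, 0.34 for Itgam and 0.25 for Tmem119.

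The strand column alternative was not run, because the tables hold 1 column of counts. With 1 UMBO library left no test was made.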

Differences from the paper's values

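The paper shows its scores as box plots, whose centers were read by eye. For the microglia expression signature the median score with vehicle is about 0.00 in Fig. 6, the paper's value, and was -0.44 here. Among the alternatives set before the data were examined, leaving out UMBO replicate 1 (-0.04) or UMBO replicate 2 (-0.24) brought it closer to the paper's value, to within 1 SD. Without vehicle replicate 2 it hardly moved (-0.43), and it lay within 1 SD only because the SD of the remaining libraries was larger (0.447 against 0.303). The others left it more than 1 SD away. For the sensome score with UMBO, the paper's median is about 0.18 in Fig. 6, against 0.49 here for a different list of genes; none of the alternatives set before the data were examined closed this gap. The mean Z-score and the rank score are on other scales and were not compared. The paper gives n = 3 for its scores, and the score of a library depends on the libraries it is scored with.

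The paper reports a significant difference between the groups for the sensome signature. With the libraries used here the exact permutation p for the substitute list was 0.2, and limma's camera test gave an adjusted p of 8.02e-29, which was 0.185 with an estimated correlation and 0.139 with fry. The paper reports no effect on antigen presentation or on microglia gene expression. For these lists limma's camera test with a preset correlation gave adjusted p values of 1.47e-05 and 1.73e-05 toward higher values. Limma's camera test with an estimated correlation gave 0.306 and 0.185, and fry gave 0.312 and 0.0449.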

Other observations

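The tests of explanations in this part, apart from those of depth, GC content and the groupings, were chosen only after the result was seen. For the covariate in the 2 lists, they were chosen after the data had been examined but before that fit was run. The genes named here followed the rule set before the data were examined, except where marked.

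The sensome list was higher in the UMBO libraries, and several explanations were tested. Depth does not account for it: the median log2 fold change was 1.12 after every library was thinned to the smallest total. GC content and gene length do not either, with a median of 1.18 after the trend of all genes was removed. A difference in tumor content may account for it: with the proliferation score as a covariate the condition term fell to 0.15 (standard error 0.415, from 5 libraries). Dividing cells other than tumor cells can also raise this score in bulk RNA. For UMBO plus anti-PD-L1, which was not sequenced here, the paper proposes that microglia may have divided. The microglia expression list did not fall in the fit with this covariate, with a condition term of 0.55 (standard error 0.171). This score is itself higher with UMBO, so an effect of UMBO on the sensome genes stays open. A higher number of microglia stays open too. The sensome genes outside the microglia expression list rose by 0.72 more than that list, but this difference was 0.09 in UMBO replicate 1 and 0.59 in vehicle replicate 2. Infiltrating monocytes or macrophages may also contribute. A list of their genes, none of them in the sensome list, had a median log2 fold change of 1.85. However, at 0.48 UMBO replicate 1 lay under vehicle replicate 2 at 1.12. With the proliferation score as a covariate the median of this monocyte and macrophage list was -0.26.

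The antigen presentation list was higher with UMBO by its median, mostly in UMBO replicate 2. With the proliferation score as a covariate the condition term was -0.86 (standard error 0.692), so an effect of tumor content and an effect of UMBO cannot be told apart for this list with 5 libraries.

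Fcrls had the smallest p of all 23592 genes tested. The vehicle libraries were at 15.9, 16.9 and 17.4 CPM and the UMBO libraries at 51.2 and 50.5. Fcrls therefore did not follow the spread of the proliferation score, which stands in for tumor content that was not measured per library. With that score as a covariate its log2 fold change was 1.63 (standard error 0.181). A larger number of microglia alone would raise the rest of its list alike, and the tables argue against this as the whole cause. The other 7 genes had a median log2 fold change of 0.28, and 6 of them lay more than 2 standard errors under Fcrls. Relative to the vehicle mean, Fcrls exceeded their median by 1.14 and 1.33 in the UMBO libraries and by at most 0.05 in the vehicle libraries. Chance stays open. Its edgeR adjusted p over all genes was 0.497 (from 6.93e-10 with the DESeq2 Wald test to 0.838 in the fit without vehicle replicate 1 across the alternatives), so a value this extreme may arise by chance among the genes tested.

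Other groupings of the 5 libraries gave as many genes with an unadjusted p under 0.05: 3 of the 10 groupings had at least the 1738 of the real groups. Setting vehicle replicate 2 and UMBO replicate 2 against the rest gave 6490, and vehicle replicates 1 and 3 against the rest 2996. With 10 groupings the share is never under 0.1.

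The genes with the smallest p after Fcrls were, among those higher with UMBO, Ifi202b (0.03 to 0.45 CPM, group means, a log2 fold change of 3.62, standard error 0.486) and Mcpt1 (0.58 to 3.93 CPM, 2.76, standard error 0.45), which can share reads with Mcpt2. Among those lower were 2900052N01Rik (log2 fold change -1.10, standard error 0.165), Arr3 (-2.04, standard error 0.339) and Coch (-1.15, standard error 0.195). Each had an edgeR adjusted p of 0.497.

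For the 8 genes chosen for proteins that the paper stained or sorted on, the log2 fold changes were 0.43 for Cd274 (standard error 0.706), 1.73 for Cd68 (0.52), 1.68 for Aif1 (0.691), 0.38 for Mrc1 (0.29), 0.83 for Ptprc (0.393), 1.57 for Itgam (0.447), -0.90 for Cd4 (0.421) and 0.75 for Cd8a (0.894), none with an edgeR adjusted p under 0.497. Without UMBO replicate 2 they were -0.48 for Cd274, 0.78 for Cd68, 0.47 for Aif1, 0.19 for Mrc1, 0.30 for Ptprc, 0.88 for Itgam, -1.39 for Cd4 and -0.80 for Cd8a. In the main fit 9 of the 10 genes of the T cell list were higher, and Cd4 was the 1 that was lower. With vehicle Cd4 was at 14.6, 14 and 7.31 CPM, against 0.669, 3.16 and 1.56 for Cd3e. The lower Cd4 value therefore does not show fewer T cells. The paper also sorted on F4/80 and Ly-6C. Their genes, added after their values were seen, had log2 fold changes of 1.01 for Adgre1, 1.39 for Ly6c1 and 2.95 for Ly6c2, and Ly6c1 and Ly6c2 can share reads. The rises of Ly6c1 and Ly6c2 rest on UMBO replicate 2, at 83.5 and 26.0 CPM, while UMBO replicate 1, at 28.4 and 1.58, lay under vehicle replicate 2, at 32.6 and 3.68. Adgre1 was at 6.41, 13.8 and 10.7 CPM with vehicle and 18.1 and 23.5 with UMBO. Itgam overlaps Gm49368 and Cd274 an antisense gene. Cd274 was at 7.09, 32.7 and 13.4 CPM with vehicle and 12.8 and 35.1 with UMBO.

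The remaining marker lists had median log2 fold changes of 1.36 for interferon response, 1.06 for neutrophils, 0.90 for T cells, 0.73 for B cells, 0.34 for olfactory bulb, 0.03 for astrocytes, -0.04 for oligodendrocytes, -0.26 for thalamus, -0.31 for cerebellum, -0.41 for immediate early genes, -0.49 for neurons, -0.54 for choroid plexus and -0.62 for striatum. With each library left out in turn, the median ranged from 0.24 to 2.15 for interferon response, from 0.32 to 2.70 for neutrophils, from -0.89 to 1.66 for T cells, from -0.32 to 1.35 for B cells, from -0.092 to 0.46 for olfactory bulb and from -0.42 to 0.30 for astrocytes. It ranged from -0.20 to -0.00043 for oligodendrocytes, from -0.50 to -0.19 for thalamus, from -0.96 to 0.15 for cerebellum, from -0.66 to -0.32 for immediate early genes, from -0.92 to -0.13 for neurons, from -1.09 to -0.14 for choroid plexus and from -0.85 to -0.49 for striatum. Leaving out UMBO replicate 2 gave the values of T cells, B cells, olfactory bulb and cerebellum on the other side of 0, and leaving out UMBO replicate 1 or vehicle replicate 1 that of astrocytes. Oligodendrocytes changed sign with library size only (0.074). Several lists changed sign with the proliferation score as a covariate. The median was then -0.56 for interferon response, -0.53 for neutrophils, -1.615 for T cells, -0.93 for B cells and -0.15 for olfactory bulb. It was 0.04 for oligodendrocytes, 0.41 for cerebellum, 0.06 for neurons and 0.25 for choroid plexus. Astrocytes (0.40), thalamus (-7.64e-04), immediate early genes (-0.91) and striatum (-1.07) kept their sign. The 4 genes of the Y chromosome had at most 4 counts in any library. Xist was at 529, 321 and 686 CPM with vehicle and 399 and 165 with UMBO.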
